A study of Mus musculus with 7 samples. Its data were reported in "Epigenetic reprogramming of airway macrophages promotes polarization and inflammation in muco-obstructive lung disease" (2021).

How the data were processed

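AMs (CD45+ Siglec-F+ CD11c+) were sorted by the authors from the lungs of Scnn1b-Tg mice and WT mice on a C57BL/6 background, 3 and 4 samples per the labels, and genomic DNA was tagmented, bisulfite-treated and sequenced. The study describes female mice for sorting and sequencing. Replicate numbers 1, 3 and 5 occur in both genotypes.

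Reads were trimmed with Trimmomatic 0.36 and aligned to mm10 with BWA 0.7.8, per the submitters' processing notes, which also name Picard and MethylDackel. According to the study's methods, Picard was used to mark duplicates, MethylDackel to call CpG methylation, bsmooth of bsseq to smooth the profile of each sample, and DSS to call DMRs between genotypes, with minimum values for the number of CpGs, the length and the methylation difference (0.1) and with adjusted p-values. Smoothing shares information between neighbouring CpGs, so levels of nearby CpGs are not separate measurements. Tagmentation starts from little DNA, and amplified copies of few molecules can widen differences between samples.

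The deposited table holds 1 row per DMR. Its methylation levels are fractions from 0 to 1 that the authors averaged over the CpGs of a region and over the samples of a genotype, so no SD or n belongs to them. The area statistic is a score that the authors obtained with DSS by summing test statistics over the CpGs of a region. The deposited table also holds the difference of both fractions, the number of CpGs, the length, the nearest gene, an annotation class and the distance to the TSS. Its class names look like those of ChIPseeker, but the tool used to annotate DMRs is not given in the sources used here. The header does not name the genotype of either level column. The first was taken as Scnn1b-Tg because the number of regions in which it was lower, and its direction at Il1a, Igf1, Il1r1, Tank, Ifngr2, Zfp704 and Sec14l1, were those the study gives for Scnn1b-Tg AMs. The columns hold no value per sample, and 0 columns of other samples were left out.

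The table was checked before use. Each of the 1926 regions starts and ends on a CpG of the GRCm38 reference, the assembly behind mm10, and the number of reference CpGs equals that of the table in 1707 (88.6%). In the other 219 the reference holds more CpGs. The smallest region holds 4 CpGs, the median length was 191 bp, and 37 regions, 26 of them hypomethylated, have an absolute difference under 0.1. The area statistic and the difference have opposite signs in 7 regions. All regions were kept.

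The tests in this paragraph, apart from the comparison of GC and repeat shares, were fixed before the data were examined. The split by direction was tested with an exact binomial test, differences between directions in size, WT level, CpG density and distance to the TSS with two-sided permutation tests of means (100000 resamples), and annotation classes with Fisher exact tests. For gene lists, direction was tested with Fisher exact tests and coverage against 10000 random lists matched on gene territory, the span between the midpoints of neighbouring genes, in 10 bins (two-sided, smallest possible p 0.0002). The share of neighbouring DMRs in the same direction was compared with 10000 permutations of directions, and the densest window with 1000 placements of matched regions. Counts per chromosome were compared with the share of reference CpGs by exact binomial tests. Matched regions, 5 per DMR, had the same number of reference CpGs and a length within 10%, lay on chromosomes 1 to 19 or X and overlapped no DMR. Motifs were consensus sequences searched on both strands. GC and repeat shares of DMRs and their matched regions were compared by sign permutation (100000), a comparison added later. The tests of the closing section that were chosen after results were seen are named there. Adjusted p-values are Benjamini-Hochberg values over the family named beside them, with a threshold of 0.05, and intervals are at 95%.

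There were 18 gene lists with 580 entries, all matched to a RefSeq gene, and a DMR counted for the gene the authors assigned to it, however far. The lists were M1 and M2 genes, MHC class II presentation, cytokine and growth factor receptors, TLR and NF-kB signalling, IRF, STAT and JAK genes, macrophage transcription factors, airway macrophage identity, phagocytosis, lysosome and matrix genes, interferon stimulated genes, markers of monocytes and interstitial macrophages, of other leukocytes and of lung epithelium and stroma, imprinted genes, DNA methylation and chromatin enzymes, transgene loci and genes the study named for DMRs. For the 4 transgene loci, 1 gene had a DMR (0.175 in random lists, permutation test, adjusted p = 0.664). Genes were named by a rule set in advance: the transgene loci, the genes the study named, the 10 DMRs and the 10 promoter DMRs (up to 1 kb) with the largest area statistics per direction, up to 4 genes per list and up to 5 genes with the most DMRs. A gene of the lysosome and matrix list that this rule takes is not reported here. Genes named beyond this rule, after their values were seen, are Ms4a4c, Zeb2, Inpp5f, Plagl1, Peg13, Mest, Zrsr1, Zdbf2, Dlk1, Mospd1, Morf4l2, Slc25a53, Msl3, Dhrs3 and Pramel4.

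Most tests were run on simulated data. The direction split, the WT level by direction and the GC and repeat comparison were not. With directions, genes, chromosomes or positions drawn at random, 6 of 1780 tests passed. All 6 were among single tests without adjustment, 2 of 20 each for CpG density and neighbouring DMRs and 1 of 20 each for the distance to the TSS and the promoter share. Effects planted for the size of the difference, CpG density, neighbouring DMRs, chromosomes, the densest window and annotation against the genome were recovered in each repeat, and none were planted for the distance to the TSS or the promoter share. List coverage with 12 added genes was recovered in 19 of 20 repeats. Making all 17 DMRs of the imprinted list hypomethylated was recovered in 0 of 20 repeats, and making them hypermethylated in 20 of 20. An IRF motif planted in 42 hypomethylated regions was recovered in 15 of 15 repeats.

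Alternatives were stricter minimum values for difference, CpG number, length and area statistic per CpG, autosomes alone, 1 region per gene, other promoter definitions, distances, windows and expected shares, and other backgrounds. Analyses used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Chromatin accessibility and gene expression of the study were not analysed here.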

Results

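DNA methylation was measured by tagmentation-based whole-genome bisulfite sequencing (tWGBS) in airway macrophages (AMs) sorted from the lungs of Scnn1b-Tg mice, which overexpress the epithelial sodium channel subunit Scnn1b in airway epithelium and develop muco-obstructive lung disease, and from wild-type (WT) mice. The series held 3 Scnn1b-Tg and 4 WT samples. The processed data were the authors' list of 1926 differentially methylated regions (DMRs) between both genotypes on mouse genome build mm10, each with 1 mean methylation level per genotype. Levels per sample and read depth per region are not given there, so the spread between samples behind each level and the depth are unknown. The labels do not say whether each sample is 1 mouse. The tests below treat DMRs as independent units and describe this list of selected regions; their p-values do not measure variation between samples. Which level belongs to which genotype is not named in the table and was taken from the study's description, so every direction below rests on that assignment.

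The targeted gene was examined first. In the authors' deposited table, Scnn1b carried 1 DMR on chromosome 7 from 121899275 to 121899645, annotated to exon 2 of 13, with 15 CpGs and a methylation level of 0.574 in Scnn1b-Tg AMs against 0.229 in WT AMs. On the reference annotation, 11 of its CpGs lay in exon 2 (121899231 to 121899549) and 4 in the following intron. No DMR overlapped Scnn1a or Scnn1g, which encode the other sodium channel subunits, or Scgb1a1, the club cell gene whose promoter drives the transgene. The nearest DMR to Scgb1a1 was 147 kb away.

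**Figure D1:**
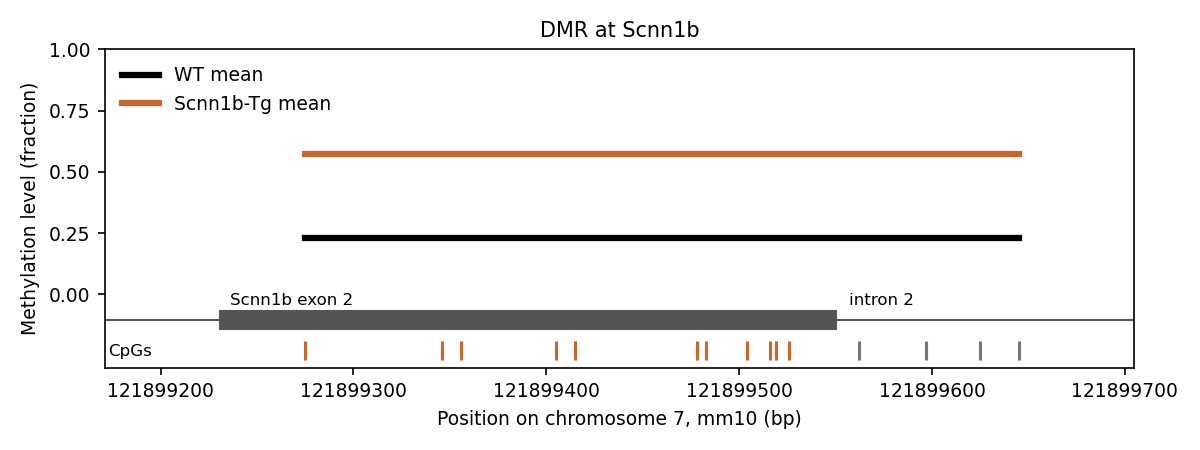
DMR at Scnn1b on chromosome 7. Horizontal lines give the authors' mean methylation level (fraction, y axis) of each genotype across the region (x axis, position in bp), the bar marks exon 2 and ticks mark the 15 reference CpGs, 11 in the exon (orange) and 4 in the intron (grey).

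The main comparison asked how the methylome of AMs differed between Scnn1b-Tg and WT mice. Loss of methylation predominated: 1404 of 1926 DMRs (72.9%, exact Clopper-Pearson 95% interval 70.9 to 74.9) were hypomethylated in Scnn1b-Tg AMs and 522 were hypermethylated (exact two-sided binomial test against an equal split, p = 5.62e-93). Hypomethylated DMRs started from a high level, with a WT level of 0.793 ± 0.130 (mean ± SD over 1404 DMRs) and a Scnn1b-Tg level of 0.551 ± 0.135. Hypermethylated DMRs started from an intermediate level, 0.459 ± 0.173 in WT AMs (SD over 522 DMRs), and reached 0.680 ± 0.184 in Scnn1b-Tg AMs. The WT level was higher in hypomethylated DMRs by 0.335 and the Scnn1b-Tg level differed by -0.130 (two-sided permutation tests, p = 1e-05 for each, the smallest that 100000 resamples can give). These tests do not show separate starting levels, since direction is set by the difference between the same levels. A region close to full methylation also has little room to gain: all 832 DMRs with a WT level of at least 0.8 were hypomethylated. The absolute difference was slightly larger in hypomethylated than in hypermethylated DMRs, 0.243 ± 0.0592 against 0.222 ± 0.0573 (SD over DMRs, permutation p = 1e-05).

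**Figure D2:**
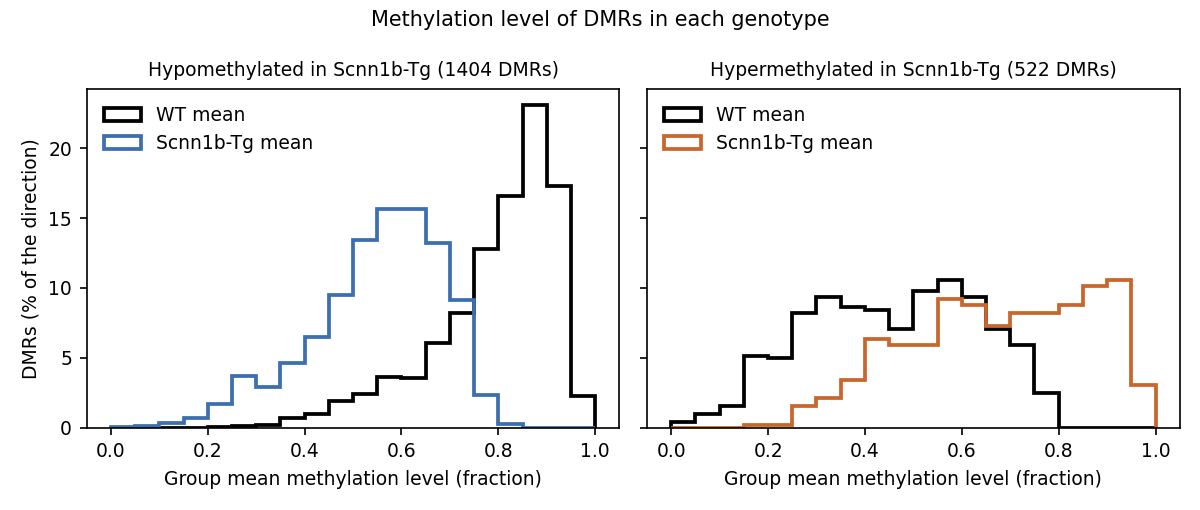
Distribution of the authors' mean methylation level (fraction, x axis) over DMRs, as a percentage of the 1404 hypomethylated (left) or 522 hypermethylated (right) DMRs, in WT (black) and Scnn1b-Tg AMs (coloured). Hypomethylated DMRs sit at a mean of 0.793 in WT and 0.551 in Scnn1b-Tg AMs, hypermethylated DMRs at 0.459 and 0.680.

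Genes that the study named for their DMRs lost methylation at promoters and inside genes. In the authors' deposited table, the promoter of Il1a, which encodes a pro-inflammatory cytokine, had a level of 0.181 in Scnn1b-Tg AMs and 0.414 in WT AMs across 7 CpGs on chromosome 2 (129308461 to 129308661). The promoter of the growth factor gene Igf1 stood at 0.543 against 0.770, and that of Tank, an adaptor of NF-kB signalling, at 0.493 against 0.724 in the authors' deposited table. Ifngr2, which encodes a subunit of the interferon gamma receptor, carried 3 hypomethylated DMRs within the gene on chromosome 16, and the longest, in intron 2 (91556575 to 91557196, 24 CpGs), had levels of 0.478 and 0.734 in the authors' deposited table. Intronic DMRs of Il1r1 (0.285 against 0.484), Zfp704 (0.670 against 0.868) and Sec14l1 (0.536 against 0.838) were likewise lower in Scnn1b-Tg AMs in the authors' deposited table. No DMR was assigned to Smurf1, which the study names among hypomethylated loci. DMRs assigned to other genes were not searched for overlap with Smurf1. The 9 DMRs of this list were all hypomethylated, which is not independent evidence, since the study chose these genes on these samples.

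The hypomethylated DMRs with the largest area statistics lay mostly at promoters, 6 of the 10 largest. The area statistic is the authors' sum of the per-CpG test statistics over a region and grows with its number of CpGs. The largest was at the promoter of Cdkn1c, an imprinted inhibitor of the cell cycle, on chromosome 7 (143461048 to 143461379), where 44 CpGs had a level of 0.290 in Scnn1b-Tg and 0.438 in WT AMs in the authors' deposited table. It was followed by the promoter of Eif1ax, an X-linked gene of translation initiation (0.250 against 0.431), and by a DMR 1.9 kb from the start of Gnas, which encodes the stimulatory G protein alpha subunit (0.369 against 0.540), in the authors' deposited table. Ptgir, the prostacyclin receptor gene, carried 2 promoter DMRs, at 0.625 against 0.811 and 0.674 against 0.852 in the authors' deposited table. The other regions among the 10 largest were assigned to Slc7a2, a transporter of cationic amino acids (intron 1 of 11, 0.683 against 0.877), Elfn1 (intergenic, 0.672 against 0.912), Slc38a4 (promoter, 0.357 against 0.551), Rnf113a1 (promoter, 0.235 against 0.382) and A830018L16Rik (intergenic, 0.684 against 0.935) in the authors' deposited table, besides Ifngr2. Promoter DMRs of Usp11 (0.217 against 0.400), Eps8l1 (0.405 against 0.704), Airn (0.441 against 0.595) and the microRNA gene Mir1188 (0.265 against 0.474) completed the 10 hypomethylated promoter DMRs with the largest area statistics in the authors' deposited table.

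The 3 largest area statistics of the whole list belonged to hypermethylated DMRs. The region at Insl3, which encodes an insulin-like hormone, spanned 1624 bp on chromosome 8 (71688849 to 71690472) with 74 CpGs and rose from 0.281 in WT to 0.481 in Scnn1b-Tg AMs in the authors' deposited table. A DMR assigned to Strn4 that lay 4.19 kb upstream of it, in an exon of a neighbouring gene (0.721 against 0.535), and one at the promoter of Nsd1, a histone H3 lysine methyltransferase gene (0.507 against 0.305), came next in the authors' deposited table. Hmg20b (exon 5 of 7, 0.525 against 0.345), Smim9 (intron 2 of 4, 0.396 against 0.213), Tnfrsf13b (exon 5 of 5, 0.591 against 0.407) and Phospho1 (3' UTR, 0.680 against 0.484) were also higher in Scnn1b-Tg AMs in the authors' deposited table, as were an intergenic region assigned to Scpep1os (0.567 against 0.252) and the promoters of Mir671 (0.373 against 0.166) and Fam217a (0.511 against 0.315). Further promoter DMRs with gains lay at Glb1l (0.448 against 0.178), Pnma1 (0.387 against 0.235), the homeobox gene Hoxa5 (0.446 against 0.258), Rps4l (0.424 against 0.266), BC016579 (0.508 against 0.328) and Slc25a5 (0.432 against 0.280) in the authors' deposited table.

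Losses and gains were distributed differently over annotation classes, with distal intergenic sequence the most frequent class of both. WT level was not matched in the comparisons below, and it leaves unlike room to lose or gain. Position and starting level can thus not be separated here. By the authors' annotation, 862 hypomethylated DMRs (61.4%) and 250 hypermethylated DMRs (47.9%) were distal intergenic (Fisher exact test, two-sided, odds ratio 1.73, p = 1.15e-07, adjusted p = 4.02e-07 over 7 annotation classes). Promoters up to 3 kb from a transcription start site (TSS) held 106 hypomethylated DMRs (7.55%) and 105 hypermethylated DMRs (20.1%; Fisher exact test, odds ratio 0.324, p = 8.78e-14, adjusted p = 6.14e-13). Exons also took a larger share of the gains, 5.94% against 1.78% (Fisher exact p = 9.28e-06, adjusted p = 2.17e-05), whereas introns (27.7% of losses and 23.8% of gains, adjusted p = 0.115) and 3' UTRs (0.783% and 1.92%, adjusted p = 0.0804) did not pass the test. The median distance to the TSS was 55.4 kb for hypomethylated and 23.2 kb for hypermethylated DMRs, and the mean of log10(1 + distance in bp) was 4.68 ± 0.869 against 4.24 ± 1.07 (SD over DMRs, permutation p = 1e-05). Hypomethylated DMRs were poorer in CpGs, at 3.69 ± 2.68 CpGs per 100 bp against 4.58 ± 3.15 (SD over DMRs, permutation p = 1e-05). Among DMRs with at least 10 CpGs this density difference was no longer past the threshold (-0.398 CpGs per 100 bp, permutation p = 0.388).

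**Figure D3:**
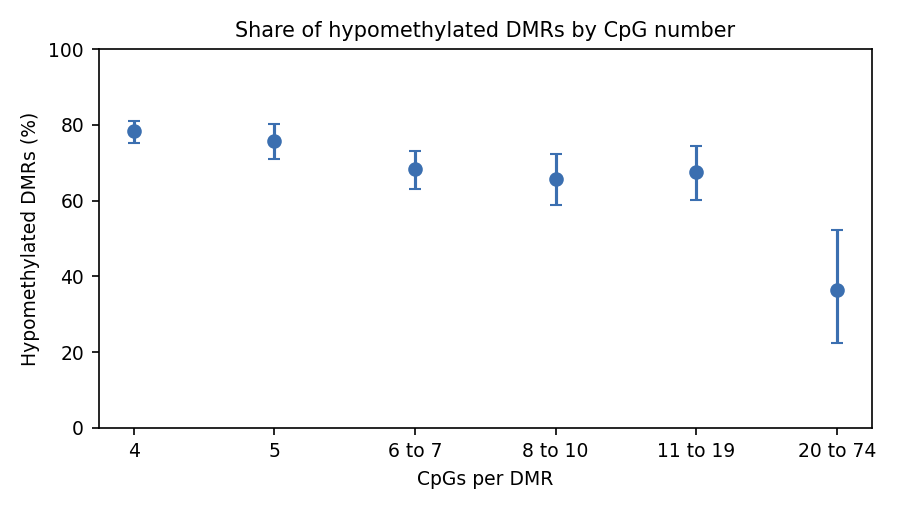
Share of DMRs that were hypomethylated in Scnn1b-Tg AMs (%, y axis) by the number of CpGs per DMR (x axis), with exact Clopper-Pearson 95% intervals. The share was 78.3% among DMRs with 4 CpGs and 36.4% among those with 20 to 74 CpGs.

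Compared with genomic regions of the same length and CpG number, hypomethylated DMRs were intergenic more often (53.9% against 32.5%, odds ratio 2.42, adjusted p = 2.01e-49, Fisher exact test over 8 class and direction tests) and lay less often in promoters (14.0% against 26.4%, odds ratio 0.453, adjusted p = 1.46e-24) and exons (2.71% against 9.54%, adjusted p = 1.14e-20). Hypermethylated DMRs were intergenic in 38.5% against 31.3% of matched regions (Fisher exact test, odds ratio 1.37, adjusted p = 0.00356), and their promoter share, 29.3% against 32.5%, did not pass the test (adjusted p = 0.189). Promoters and exons were defined here on the reference annotation, with a promoter as any region within 3 kb of a TSS. These results differed between backgrounds. Flanking regions 5 kb from each DMR had its length but were not matched for CpG number. Against them, by Fisher exact tests, the promoter difference turned to 2.14 percentage points for hypomethylated DMRs (adjusted p = 0.108) and to 9.96 percentage points for hypermethylated DMRs (adjusted p = 0.000102). By the same Fisher exact tests, the exon difference of hypomethylated DMRs was -0.249 percentage points (adjusted p = 0.796), and the intergenic difference went to -0.356 percentage points for hypomethylated (adjusted p = 0.844) and -4.50 for hypermethylated DMRs (adjusted p = 0.147). With regions matched for length alone, hypomethylated DMRs kept their promoter (-9.76 percentage points, Fisher exact test, adjusted p = 1.73e-16) and intergenic differences (19.3 percentage points, adjusted p = 3.05e-40). The intergenic difference of hypermethylated DMRs no longer passed there (4.52 percentage points, Fisher exact test, adjusted p = 0.0662). Introns held fewer hypermethylated DMRs than regions matched for length alone (-5.67 percentage points, Fisher exact test, adjusted p = 0.0201) and than flanking regions (-8.14 percentage points, adjusted p = 0.00357). Against regions matched for length and CpG number the intron share, 24.9% against 26.3%, did not pass (Fisher exact test, adjusted p = 0.548). Matched regions were not selected for being methylated or covered by reads, because no values outside DMRs were used. The study described hypomethylated DMRs as enriched in CTCF-binding sites, enhancers, promoters and regions flanking promoters. It used regulatory regions from Ensembl and a random background, a comparison not repeated here.

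**Figure D4:**
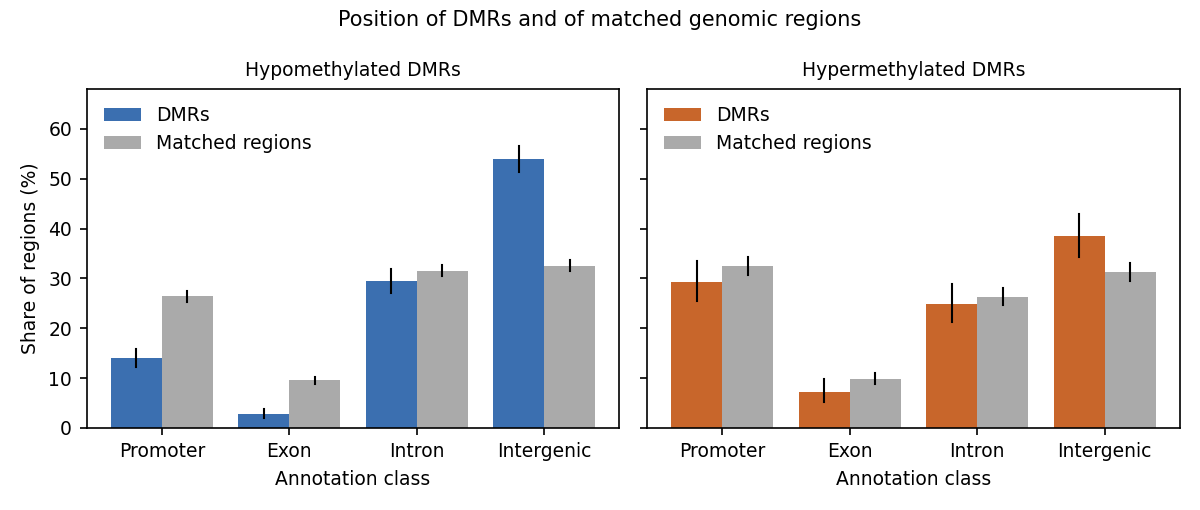
Share of regions (%, y axis) in promoters, exons, introns and intergenic sequence for hypomethylated (left) and hypermethylated DMRs (right) and for regions matched for length and CpG number (grey), with exact Clopper-Pearson 95% intervals. Intergenic sequence held 53.9% of hypomethylated DMRs and 32.5% of their matched regions.

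Among the gene lists fixed before the data were examined, markers of monocytes and interstitial macrophages and imprinted genes held more DMRs than lists matched on gene territory. Of 24 monocyte and interstitial macrophage markers, 6 had a DMR where 1.34 were found on average in random lists (95% of lists 0 to 4, two-sided permutation p over random lists = 0.0016, adjusted p = 0.0096 over 18 lists). They moved in both directions. In the authors' deposited table, Chil3, which encodes a chitinase-like protein and is also on the airway macrophage list, had the largest loss of the list (exon 3 of 11, 0.294 against 0.676), followed among losses by Cd163, a scavenger receptor gene (intergenic, 0.508 against 0.778), Ly6c2 (intergenic, 0.680 against 0.902) and the complement gene C1qb (promoter, 0.619 against 0.829). F13a1, which encodes coagulation factor XIII A (intergenic, 57.5 kb from its TSS, 0.828 against 0.609), and Ms4a4c (intron 6 of 6, 0.807 against 0.527) were higher in Scnn1b-Tg AMs in the authors' deposited table. The list of genes the study named also passed (7 of 8 genes, 0.743 in random lists, permutation test, adjusted p = 0.0036, the smallest that random lists can give before adjustment being 0.0002), which follows from how it was chosen.

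DMRs at other macrophage gene groups were few, and none of these groups differed from random lists. Of 30 classical activation (M1) genes, 3 had a DMR (1.68 in random lists, permutation test, adjusted p = 0.812), Ptgir and Il1a with losses and Il12a, 62.7 kb from its DMR, with a gain (0.946 against 0.640 in the authors' deposited table). Of 27 alternative activation (M2) genes, 4 had a DMR (1.42 in random lists, adjusted p = 0.438), and all 4 were lower in Scnn1b-Tg AMs, namely Igf1, Chil3, Cd163 and Igf2bp3 (promoter, 24 CpGs, 0.333 against 0.595 in the authors' deposited table). The 35 airway macrophage identity genes had 4 with a DMR (adjusted p = 0.664), among them Itgax, which encodes the CD11c used in the sort (0.459 against 0.707), F7 (0.426 against 0.668) and Il18 (0.579 against 0.307) in the authors' deposited table. Cytokine and growth factor receptors had 4 of 36 (adjusted p = 0.664), with Il1rl2 (0.587 against 0.884, a region inside an Il1r1 intron) and the granulocyte colony-stimulating factor receptor Csf3r (0.437 against 0.205) beside Ifngr2 and Il1r1 in the authors' deposited table. TLR and NF-kB genes had 4 of 48 (adjusted p = 1), where Tlr9 gained (0.319 against 0.162) and Ly96 was lower (0.713 against 0.908) beside Tank, while both regions assigned to Tlr4 lay 538 and 513 kb from its start, in the authors' deposited table. Macrophage transcription factors had 5 of 47 (adjusted p = 1), with lower levels at Klf2 (0.761 against 0.945), Mitf (0.529 against 0.743) and Maf (0.583 against 0.835) and higher levels at the Mef2c promoter (0.756 against 0.499) and at Zeb2 (0.596 against 0.349) in the authors' deposited table. IRF, STAT and JAK genes had 4 of 29 (adjusted p = 0.487), with gains at Stat2 (0.816 against 0.598) and at Irf2bp2, 142 kb from its DMR (0.463 against 0.265), and lower levels at Pias1 (0.538 against 0.815) and Socs6, 944 kb from its DMR (0.744 against 0.934), in the authors' deposited table. In the MHC class II list 1 of 13 genes had a DMR (adjusted p = 0.812), the transactivator gene Ciita (0.889 against 0.712 in the authors' deposited table). By the same permutation test, phagocytosis genes had 2 of 41 (Sirpa and Fcgr2b, adjusted p = 0.888), lysosome, protease and matrix genes 2 of 36 (Lipa among them, adjusted p = 1), and DNA methylation and chromatin enzymes 2 of 32 (Mbd2, 781 kb from its DMR, and Hdac2, 82.4 kb from it, adjusted p = 1).

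Marker genes of other cell types gave few DMRs. Markers of other leukocytes had 2 of 53 (adjusted p = 1), both with gains in the authors' deposited table, at the promoter of Csf3r and at a region 44.5 kb from the TSS of Cd28, its nearest gene (0.905 against 0.655). None of 30 lung epithelial and stromal markers (1.92 in random lists, permutation test, adjusted p = 0.664) and none of 35 interferon stimulated genes (1.26 in random lists, adjusted p = 0.822) had a DMR. The share of hypomethylated DMRs differed from that of all other DMRs in none of the 16 lists with a DMR (Fisher exact test, 0 at an adjusted and 0 at an unadjusted p under 0.05). On simulated data the imprinted list, with 17 DMRs the largest, did not pass this test when made of losses alone. Smaller lists were not simulated, but even 9 of 9 losses among the genes the study named gave an unadjusted Fisher exact p of 0.124. The test could thus not detect an excess of losses in any list.

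Of 52 imprinted genes, 15 had a DMR against 4.24 in random lists (95% of lists 1 to 8, permutation p over random lists = 0.0004, adjusted p = 0.0036), and 9 of the 17 regions were hypomethylated. The 6 regions with 9 or more CpGs, at Cdkn1c, Gnas, Slc38a4, Airn and Inpp5f, were all hypomethylated, a grouping chosen after their values were seen. Inpp5f stood at 0.410 against 0.560 in the authors' deposited table. Of the 11 regions with fewer CpGs, 8 were higher in Scnn1b-Tg AMs, including the promoters of Plagl1 (0.598 against 0.393), Peg13 (0.569 against 0.411) and Mest (0.528 against 0.354) in the authors' deposited table. In that range Zrsr1 (0.337 against 0.520), Zdbf2 (0.281 against 0.564) and Dlk1 (0.559 against 0.832) were lower in the authors' deposited table.

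DMRs were not spread evenly over chromosomes. The X chromosome held 154 DMRs, 1.76 times the 87.4 given by its share of reference CpGs (exact binomial test, p = 3.46e-11, adjusted p = 6.92e-10 over 20 chromosomes), and chromosomes 5 (92 DMRs, ratio 0.754, adjusted p = 0.0285) and 8 (73 DMRs, ratio 0.714, adjusted p = 0.0226) held fewer. With chromosome length as the expected share, the X chromosome held 1.23 times the expected number (exact binomial test, p = 0.00952, adjusted p = 0.155), and no chromosome passed (0 adjusted, 3 at an unadjusted p under 0.05). With the share of matched regions, an alternative chosen after seeing the data, its ratio was 2.27 (exact binomial test, adjusted p = 9.79e-19). Of the X-linked DMRs, 78.6% were hypomethylated (Fisher exact test, odds ratio 1.40, adjusted p = 0.41), and no chromosome differed in direction after adjustment (2 at an unadjusted p under 0.05). X-linked promoters moved both ways: in the authors' deposited table, Mospd1 stood at 0.203 against 0.381 and Morf4l2 at 0.218 against 0.421, while Slc25a53 stood at 0.411 against 0.256 and Msl3 at 0.459 against 0.302, genes chosen here after their values were seen.

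**Figure D5:**
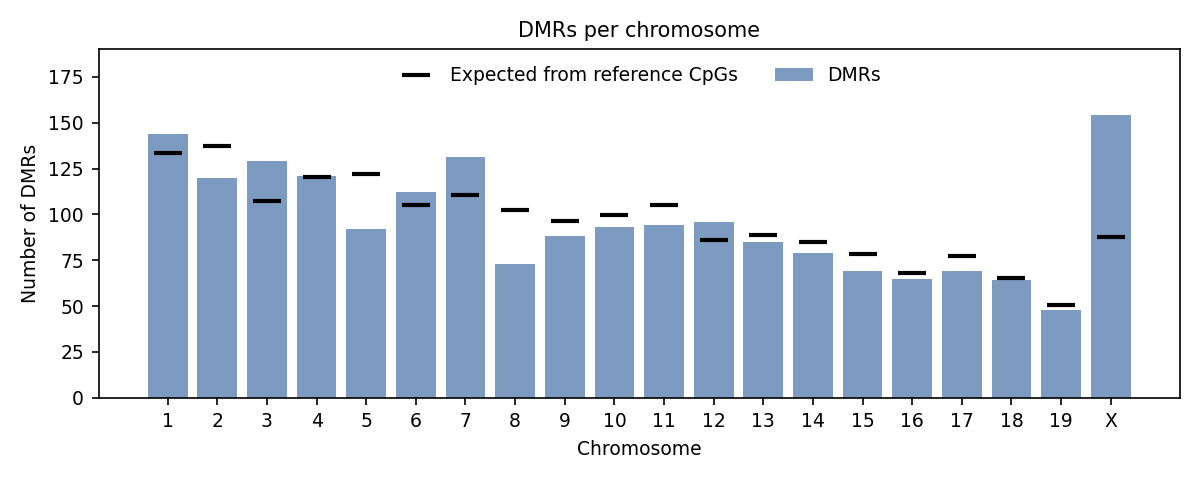
Number of DMRs per chromosome (bars, y axis) and number expected from the share of reference CpGs (dashes). The X chromosome held 154 DMRs where 87.4 were expected.

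Neighbouring DMRs tended to share a direction. Of 42 consecutive pairs within 10 kb, 34 (81.0%) had the same direction, against 60.5% when directions were permuted over DMRs (95% of permutations 45.2 to 76.2, one-sided permutation p = 0.0047), with Ifngr2 and Ptgir among them. The share was lower and did not pass the test among DMRs with at least 10 CpGs (60%, permutation p = 0.555) or at least 200 bp (63.6%, p = 0.583) and with pairs up to 100 kb apart (65.7%, p = 0.0711). With a difference of at least 0.2 it was 78.6% and did not pass either (permutation p = 0.211). Among pairs within 5 kb, 28 of 32 (87.5%) had the same direction (one-sided permutation p = 0.0011). Smoothing shares information between nearby CpGs, and permuting directions does not allow for this. Close pairs may thus be parts of a single smoothed stretch, and separate regions moving together were not shown. No local accumulation was found. The densest 1 Mb window, on chromosome 4 from 144078163 to 144949715 near Dhrs3 and Pramel4, held 7 DMRs, and random placements of matched regions gave a median of 8 (one-sided permutation p = 0.972). Ncam2, a neural cell adhesion gene, had the most DMRs of any gene, with 5 of 6 hypomethylated over a span from 80257536 to 82444133 on chromosome 16, followed by Lrrc4c, Aasdhppt, Hs6st1 and A330008L17Rik with 4 each.

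Binding motifs of macrophage transcription factors were compared with matched regions. Among hypomethylated DMRs, 80 (5.70%) held an IRF motif (GAAANNGAAA) against 3.18% of matched regions (Fisher exact test, two-sided, odds ratio 1.84, p = 1.34e-05, adjusted p = 0.000293 over 28 motif and direction tests), and 150 (10.7%) held a STAT motif (TTCNNNGAA) against 7.56% (odds ratio 1.46, adjusted p = 0.00156). The STAT6 motif was found in 7.98% against 5.95% (Fisher exact test, adjusted p = 0.0388), and the GC-rich KLF/SP motif was found less often, in 5.91% against 9.32% (odds ratio 0.612, adjusted p = 0.000293). By Fisher exact tests, motifs of PU.1 (1.64% against 1.45%, adjusted p = 0.843), AP-1 (3.92% against 3.69%, adjusted p = 0.89) and C/EBP (1.57% against 1.18%, adjusted p = 0.472) did not pass, and the CTCF motif was found in none of the 1404 hypomethylated DMRs against 0.328% of matched regions (adjusted p = 0.132). These were exact consensus matches, rare for C/EBP and CTCF, an unlike measure to the motif enrichment that the study ran with Homer. The study reported motifs of C/EBP, IRF2, IRF3 and STAT6 as highly enriched in DMRs. In hypermethylated DMRs the IRF motif was found in 5.17% against 3.33% (Fisher exact test, adjusted p = 0.25), and no motif passed. Hypomethylated DMRs had a lower GC content than matched regions (48.2% ± 9.44, SD over DMRs, against 51.5%, permutation p = 1e-05). With the background regions closest in GC content (49.4% on average for hypomethylated DMRs, nearer but not equal), an alternative chosen after seeing the data, none of the 28 tests passed, with odds ratios of 1.45 for IRF (Fisher exact test, adjusted p = 0.056) and 1.36 for STAT (adjusted p = 0.0555). Against flanking regions 5 kb away neither passed, with IRF 1.03 (Fisher exact test, adjusted p = 0.542) and STAT 1.85 percentage points (adjusted p = 0.23) above the background. The STAT6 difference turned to -0.0712 and that of KLF/SP to 0.926 percentage points. These values with the GC and flank backgrounds were those of hypomethylated DMRs. In hypermethylated DMRs the IRF odds ratio was 1.92 with the background closest in GC content (Fisher exact test, adjusted p = 0.056). Against flanking regions it was 2.22 (Fisher exact test, adjusted p = 0.0602). An IRF difference particular to losses was thus not shown. In the central 200 bp of each region STAT6 did not pass (Fisher exact test, adjusted p = 0.152).

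Repeat-derived sequence was frequent in DMRs. Repeats took 54.7% ± 42.1 of the bases of hypomethylated DMRs (SD over DMRs) against 28.1% in matched regions, a difference of 26.6 percentage points (permutation p = 1e-05). In hypermethylated DMRs the share was 35.7% ± 38.9 against 26.6%, a difference of 9.15 percentage points (permutation p = 1e-05). This comparison was added after the data were examined.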

Values the study reported

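The study reported 1926 DMRs between Scnn1b-Tg and WT AMs, associated with 1625 genes. It described reduced methylation in Scnn1b-Tg AMs at 1404 of them. The average CpG methylation level across the genome was given as 0.73, without a significant change between the genotypes.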

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

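The alternatives that restrict DMRs to a CpG number equal to the reference, that take the expected share per chromosome from matched regions and that take the motif background closest in GC content or repeat share were chosen after seeing the data. Of 72 values of the main results under alternatives, 62 kept their direction and their side of the threshold or stayed within 1.5 times a count, 5 kept the direction but were no longer past the threshold and 5 counts moved further. The hypomethylated share stayed past the threshold in all 7 alternatives run for it, between 63.2% (at least 10 CpGs) and 77.1% (difference of at least 0.2). With at least 10 CpGs the CpG density difference was -0.398 per 100 bp (permutation p = 0.388). The same-direction share of neighbours was 78.6% with a difference of at least 0.2, 60% with at least 10 CpGs, 63.6% with at least 200 bp and 65.7% for pairs within 100 kb, none past the threshold. For the first 3 fewer pairs enter the test, and otherwise the cause was not tested.

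The number of chromosomes past the threshold was 0 with chromosome length and 5 with the share of matched regions as the expected share, and the cause was not tested. Against flanking regions 5 kb away, 2 annotation tests and 2 motif tests passed (NF-kB in hypermethylated and CRE in hypomethylated DMRs, neither past the threshold in the main test), IRF and STAT no longer passed, and 7 differences turned sign, in percentage points: promoter 2.14 and intergenic -0.356 for hypomethylated DMRs, promoter 9.96, exon 2.68 and intergenic -4.50 for hypermethylated DMRs, and STAT6 -0.0712 and KLF/SP 0.926 for hypomethylated DMRs. With regions matched for length alone the promoter difference of hypermethylated DMRs turned to 3.41. Flanks share the surroundings of a DMR by construction, had its length and were not matched for CpG number. At 5 kb, the flank of a promoter DMR can fall outside the 3 kb window. That favours a higher promoter share in DMRs. The cause was not tested further. With a background closest in GC content 0 motif tests passed and with that closest in repeat share 4, and the cause was not tested. Of 150 values of single lists, classes and motifs, 113 kept direction and side, 9 lost and 3 gained the threshold, 8 turned sign (above) and 17 shares of gene lists moved.

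No paired analysis was possible because the table holds 1 mean per genotype and no value per sample. For the same reason leaving out each replicate, a replicate block and other splits of the samples were not run, so chance between 3 and 4 samples cannot be judged here. Depth per region is unknown.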

Other observations

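The tests of the Scnn1b exons, of imprinted genes in both directions, of isolated CpGs against other backgrounds and of CpG number at intermediate mean levels were chosen only after the results were seen, as was the use of intervals in reading the shares at intermediate WT levels and by CpG number.

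The DMR at Scnn1b gained methylation in AMs of mice that carry a Scnn1b transgene. Reads from transgene copies, which hold exons without introns, may map to the exons of the gene and raise the level there. Of the CpGs of the region, 73.3% lie in exon 2, a share between the limits set for and against this explanation, and 4 CpGs extend 96 bp into the intron. The other 12 exons hold 39 CpGs, 16 of them in 1 exon, and no DMR. The smallest DMR of the list holds 4 CpGs, so with few CpGs per exon the lack of a DMR there does not decide the question. Smoothing shares information between neighbouring CpGs, so the intron CpGs do not decide it either. Transgene reads and a change at the gene itself cannot be told apart here, since levels per CpG and the reads were not used.

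More imprinted genes carried a DMR than random lists, and the regions went both ways. A general tendency of regions with an intermediate WT level to lose methylation was not decided. Of DMRs of other genes with a WT level of 0.3 to 0.6, 32.4% were hypomethylated (131 of 404, Clopper-Pearson interval 27.9 to 37.2). The WT level itself enters the direction. The hypomethylated share rose from 0% of DMRs with a WT level under 0.2 to 100% of those at 0.8 or more. A share at a chosen WT level thus cannot argue against the tendency. The comparison set in advance, with 8 of 16 DMRs of imprinted genes (interval 24.7 to 75.3), did not pass (Fisher exact p = 0.176). Chance differences between few mice at regions methylated on 1 allele may give DMRs in both directions, but the excess over random lists for losses (8 genes against 3.18, permutation p = 0.0190, adjusted p = 0.126 over 18 lists) and gains (7 against 1.23, adjusted p = 0.0072) restates the pattern and cannot support it. A change tied to the genotype stays open and untested, since no values per mouse were used.

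Compared with hypermethylated DMRs, hypomethylated DMRs were poorer in CpGs and lay farther from a TSS. Easier calling of CpG-poor regions, alike in both directions, met the criterion set in advance for it over all DMRs, which does not settle it. The hypomethylated share was 9.51 percentage points higher with 4 CpGs than with more (Fisher exact p = 3.08e-06). That lies within the 10 points set as the limit for this explanation, but its 95% interval, 5.59 to 13.4, spans the limit. In a breakdown outside that criterion the share fell from 78.3% (75.4 to 81.1) at 4 CpGs to 36.4% (22.4 to 52.2) at 20 to 74. This fall restates that hypomethylated DMRs were poorer in CpGs, so it does not decide the question. Among DMRs with a mean of both levels of 0.3 to 0.7, which leaves room in both directions, the share was 16.0 percentage points higher with 4 CpGs than with more (10.3 to 21.6), 76.7% against 60.7%, and 25.7% with 20 or more (9 of 35). Loss at isolated CpGs flanked by A or T, which is known from cells that have divided many times, is a candidate explanation: such CpGs made up 8.67% of the CpGs of hypomethylated DMRs and 5.85% in matched regions, 2.82 percentage points more (95% interval 2.18 to 3.42, permutation p = 1e-05, the smallest possible), and 0.871 more in hypermethylated DMRs (permutation p = 0.0112). Matched regions are higher in GC content (51.5% against 48.2% for hypomethylated and 53.7% against 52.5% for hypermethylated DMRs) and lower in repeats, and the excess in hypomethylated DMRs was 2.28 percentage points (1.70 to 2.89) with the background closest in GC content and 2.55 with that closest in repeat share (permutation p = 1e-05 for each); neither closes the gap fully and methylation is not matched, so background choice stays open, and cell division and the genotype effect were not tested.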
